A study of Mus musculus with 8 samples. Its data were reported in "Transcription modulates chromatin dynamics and locus configuration sampling" (2023).

How the data were processed

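β-TC3 cells were treated with alpha amanitin (100 µM for 7 h) or PBS, and NG Capture-C was performed with 2 pools of biotinylated 120 bp oligos placed at each end of the targeted DpnII fragments. Each pool was used on its own libraries, with 2 replicates for each treatment. The pools were designed to CTCF and cohesin sites, enhancer clusters and promoters of Pax6, Elp4 and Rcn1. Groups and replicate numbers of the 8 samples were taken from the sample titles. The titles mark the control samples as WT, and the study's Capture-C figure calls the controls untreated.

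Per the labels, the submitters' processing notes name cutadapt 1.11, Bowtie 1.1.1 and the mm9 genome, and the study's methods name capC-MAP for the analysis of Capture-C reads. The deposited data used here were 2 lists of target fragments, one for each pool, with a chromosome, a start, an end and a name for each fragment. They held positions and no value for any sample. How the lists were written is not given in the sources used here. Because no contact counts were analysed, the depth of each sample is unknown here, and no normalization, filter or treatment contrast was applied. The choice of fragments could affect contact values in several ways. Short fragments and fragments with repeated or GC-rich ends can be captured and aligned with different efficiency, and viewpoints of the same pool can capture each other's ligation products.

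Positions in the lists were read as half-open BED intervals and are printed 1-based with both ends included. They were checked against the mm9 (NCBIM37) sequence. DpnII fragments of the locus, from the start of CTCF10B to the end of CTCF4, were cut at the same point of each GATC as the listed ends. Genes, exons, untranslated regions and transcription start sites were taken from the GENCODE annotation of the same build. Length, GC content, observed over expected CpG, midpoint and midpoint distances were computed for each fragment. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0. The genome was indexed with samtools 1.23.1, and figures were drawn with matplotlib 3.10.9.

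The pools were compared in fragment length, midpoint and GC content with two-sided exact permutation tests of the difference of means, over all 1716 assignments of the 13 fragments to pools of 7 and 6. The smallest p these assignments allow is 0.000583. The distance to the nearest fragment of the same pool was tested through its median over both pools together, again over all assignments, two-sided. The share of fragments with CTCF in the name was compared with a two-sided Fisher's exact test. The 5 p values were adjusted by the Benjamini-Hochberg method and judged at 0.05. Errors are SDs over fragments. Fragments were chosen by the submitters and are not a random sample, so these p values describe how unusual the division into pools is among these fragments only. The permutation test of a difference of means was tested on simulated data with 13 units. Over 100 simulations at an unadjusted p, it made a call in 4% without a difference and in 87% with a shift of 2 SD.

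Fragments were searched on both strands for a 14-base CTCF core consensus written down from general knowledge, allowing 2 mismatches. The number of fragments with a match was set against 10000 draws of other locus fragments, each up to 25% longer or 20% shorter than the fragment it replaced. Target length was compared with 10000 draws of as many locus fragments, with chances equal or proportional to length. Each whole fragment and its 120 bp ends were broken into 24-base words (24-mers). Exact copies of each word were counted on both strands of the whole genome. Further copies inside the same fragment were included in these counts.

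Every target fragment was named. The rule for named genes was Pax6, Elp4 and Rcn1, whose promoters the pools were designed to, and genes lying between them. Immp1l and 0610012H03Rik were added after the annotation was seen, because they contain target fragments. Alternatives were another reading of interval ends, medians, log2 lengths, fragment starts, edge-to-edge distances, mean distances, GC content of the fragment ends, merging of fragments within 5 kb, and leaving out each fragment in turn. These, the 5 comparisons and the rule for named genes were set before the data were examined, except where an addition is named.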

Results

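NG Capture-C was used on β-TC3 cells, a mouse insulinoma line in which Pax6 is highly expressed (Pax6 HIGH cells), to map chromatin contacts around the Pax6 locus with and without inhibition of transcription. In this assay crosslinked chromatin is digested with DpnII, which recognizes GATC, and religated, and biotinylated oligos then pull down the ligation products of chosen fragments, called viewpoints or targets. Cells were treated with 100 µM alpha amanitin, an inhibitor of RNA polymerase II, for 7 h, or mock treated with PBS. The 8 samples formed 4 groups of 2 biological replicates, alpha amanitin and mock for each of 2 oligo pools. The pools were named the CTCF pool and the PROM pool. The study describes 2 replicates of cells for each treatment, so samples of the 2 pools may share the same cells. CTCF is a zinc-finger DNA-binding protein at which cohesin-mediated loop extrusion stops. The data analysed here were the mm9 positions of the 13 targeted fragments, 7 in the CTCF pool and 6 in the PROM pool. Contact counts and sequencing depths of single samples were not analysed here.

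Pax6 encodes a paired-box transcription factor required in the eye, brain and pancreas. The annotation placed it on the plus strand of chromosome 2 at 105509053 to 105543317 (ENSMUSG00000027168.12), with 33 transcripts starting at 29 different positions. Of the 6 PROM pool fragments, 5 lay within it or across its start. Pax6_P0 (105508737 to 105509119, 383 bp) spanned the start of the gene and held 4 annotated transcription start sites, the first 67 bp of untranslated exon 1, and intron 1 of the antisense transcript gene Pax6os1. Pax6_P1 (105515339 to 105515903, 565 bp) also held 4 start sites, between 105515348 and 105515706. For transcripts that begin at the first start site, such as Pax6-001, this fragment was within intron 1. Pax6_Palpha (105521487 to 105522094, 608 bp) was in intron 3 of Pax6-001 and held 1 start site at 105521869, that of the retained-intron transcript Pax6-024. It held no start site of a coding transcript. Coding transcripts Pax6-019 and Pax6-020, for example, started beyond its right end, at 105522620 and 105522665.

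The other PROM pool fragments inside Pax6 were both named for CTCF. CTCFp11 (105511309 to 105512303, 995 bp) was in intron 1 of Pax6-001 between Pax6_P0 and Pax6_P1, and it held the start site of a further coding transcript, Pax6-004, at 105512017. 7CE12_CTCF (105527664 to 105528138, 475 bp) was in intron 7 of Pax6-001 and held no start site, the nearest being 1474 bp away. The sixth PROM pool fragment was Elp4 (105744078 to 105745820, 1743 bp), 217 kb from its nearest neighbor in the pool. Elp4, which encodes a subunit of the Elongator complex, is on the minus strand at 105537477 to 105744721 (ENSMUSG00000027167.5). The fragment contained exon 1 and part of intron 1 of Elp4, with 2 of its start sites at 105744640 and 105744721. It also contained the start site of Immp1l at 105744795, on the opposite strand, so that it covered both divergent promoters.

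The CTCF pool covered the flanks of Pax6. To the left of the gene start, CTCF10B (105173505 to 105175699, 2195 bp) was in intron 3 of the 4-exon coding transcript of 0610012H03Rik. CTCF7 (105363080 to 105364092, 1013 bp) was intergenic. CTCF6 (105456258 to 105457375, 1118 bp) was in an intron of Pax6os1, 51678 bp from the start of Pax6. To the right, CTCF5 (105639621 to 105640392, 772 bp) was in intron 7 of Elp4, and CTCF4 (105748530 to 105748848, 319 bp) held 57 bp of untranslated exon 2 of Immp1l and part of its intron 2. The fragment named e200 (105284625 to 105285412, 788 bp) was intergenic, 223641 bp to the left of the Pax6 start.

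The last CTCF pool fragment was named for the promoter of Rcn1, which encodes a calcium-binding protein of the endoplasmic reticulum and lies on the minus strand at 105226448 to 105239476 (ENSMUSG00000005973.6). Rcn1_prom (105238728 to 105239162, 435 bp) held 36 bp of coding sequence from exon 1 and part of intron 1. Neither of the 2 annotated start sites of Rcn1 was inside it. The nearest, at 105239476, was 314 bp away in a different DpnII fragment at 105239205 to 105240502 (1298 bp). A single DpnII fragment separated them.

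**Figure D1:**
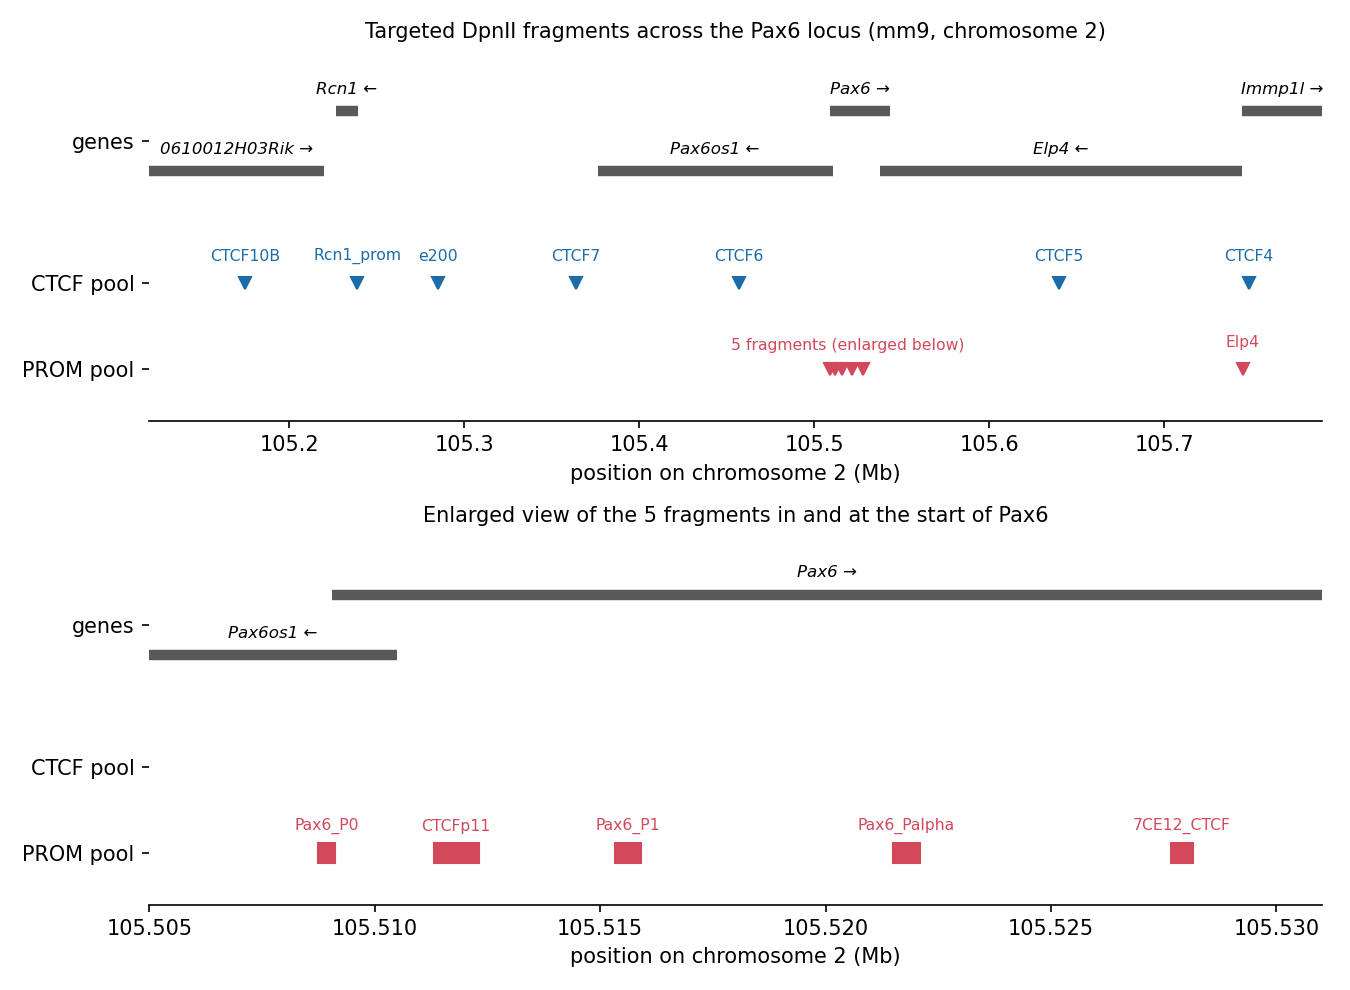
Map of the 13 target fragments on chromosome 2 (mm9, horizontal axis in Mb), with genes as gray bars and arrows for their strand; triangles in the upper panel mark fragment midpoints, and boxes in the lower panel are drawn to scale. The CTCF pool (blue) spread over 575 kb, whereas 5 of the 6 PROM pool fragments (red) lay in or at the start of Pax6.

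Each of the 13 fragments began and ended 2 bases into a GATC and had no GATC inside it, so that each was exactly 1 DpnII fragment of mm9. The targets spanned 575 kb and the locus between the outermost ones contained 1354 DpnII fragments. Targets made up 1.98% of this sequence (11409 bp). The median target was 772 bp long, compared with 283 bp for all DpnII fragments of the locus, and the shortest target, CTCF4, was 319 bp.

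The main question of the experiment was whether contacts of these viewpoints change when transcription is inhibited. That comparison needs contact values from alpha amanitin and mock samples within a pool, and no such values were analysed here, so no difference between treatments is reported. With 2 samples against 2, a two-sided exact permutation test of a single contact could not have gone below p = 0.333. Because the pools were used on separate libraries, the remaining comparisons ask whether their viewpoints differ in length, position, name or GC content. Another asks how far fragments lie from the nearest fragment of their own pool. The units of all these comparisons are fragments, not samples, and 5 comparisons were made with Benjamini-Hochberg adjustment.

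An annotated transcription start site was present in 5 of the 6 PROM pool fragments (all but 7CE12_CTCF) and in 0 of the 7 CTCF pool fragments. Pax6_Palpha counts here only through the start site of a retained-intron transcript. The division between pools was noticed in the annotation of a pool named for promoters. A two-sided Fisher's exact test run on it afterwards gave p = 0.00466, which is not independent evidence and was not part of the family of 5. CTCF10B, CTCF7, CTCF6, CTCF5 and CTCF4 made 5 of 7 fragments named for CTCF in the CTCF pool, and CTCFp11 and 7CE12_CTCF made 2 of 6 in the PROM pool. The odds ratio of 5 was not significant (two-sided Fisher's exact test, p = 0.286, adjusted p = 0.477). It was 10 when Rcn1_prom, e200, CTCFp11 or 7CE12_CTCF was left out, and 2.5 when fragments of a pool within 5 kb of each other were merged.

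GC content overlapped between the pools, with a higher mean in the PROM pool. Pax6_P1 and Pax6_P0 had 58.9% and 58.7% GC, and the PROM pool averaged 54.3% ± 4.28 (SD, n = 6 fragments). The CTCF pool averaged 47.3% ± 8.08 (SD, n = 7), from 36.8% in CTCF5 to 63.2% in Rcn1_prom, and the locus as a whole had 42.2%. The difference of 6.98 percentage points did not pass the test (two-sided exact permutation test, p = 0.088, adjusted p = 0.415). It did so when Rcn1_prom, which had the highest GC content of its pool, was left out. In this check, added after the data were seen, the difference was 9.63 points (exact permutation p = 0.00433, adjusted p = 0.0216). The adjustment covers the 5 comparisons but not the 13 fragments left out in turn.

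Fragment lengths overlapped between the pools. The CTCF pool averaged 949 bp ± 620 (SD, n = 7) and the PROM pool 795 bp ± 510 (SD, n = 6). The difference of means, PROM minus CTCF, was -154 bp, less than the spread within either pool (two-sided exact permutation test over 1716 assignments, p = 0.626, adjusted p = 0.783). Its direction depended on CTCF10B. Without this fragment the difference became 54 bp.

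**Figure D2:**
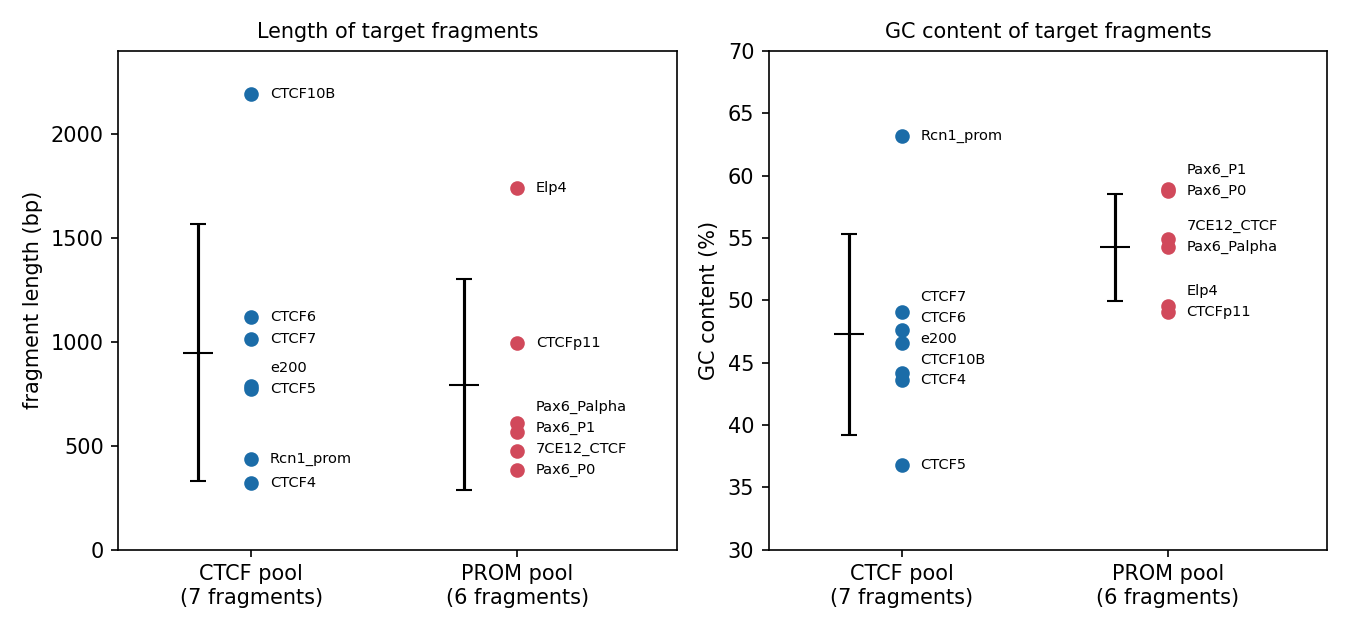
Length in bp (left) and GC content in percent (right) of each target fragment, one point per fragment, with the mean and SD of each pool as black bars. Lengths ranged from 319 to 2195 bp in the CTCF pool and from 383 to 1743 bp in the PROM pool; mean GC was 47.3% and 54.3%.

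The PROM pool fragments inside Pax6 were a few kb apart, for example 2.88 kb between the midpoints of Pax6_P0 and CTCFp11, and the median distance to the nearest fragment of the same pool was 4.96 kb in the PROM pool and 78.6 kb in the CTCF pool. Over all 13 fragments this median was 46.1 kb, and the assignments of fragments to pools had the same median (two-sided exact permutation test, p = 1, adjusted p = 1). That test takes 1 median over both pools together, so it cannot show whether spacing differs between them. Without Rcn1_prom the median was 78.6 kb (exact permutation p = 0.325, adjusted p = 0.406). The difference between the pools' medians, PROM minus CTCF, was -73.6 kb and did not pass an exact permutation test added later (two-sided, p = 0.0734). On average, the midpoints of PROM pool fragments were 140 kb to the right of those of the CTCF pool, with SDs of 93.2 and 213 kb (two-sided exact permutation test, p = 0.166, adjusted p = 0.415). Of the 36 pairs of fragments that shared a pool, 10 were less than 25 kb apart. All 10 were pairs of the 5 PROM pool fragments in or at the start of Pax6, which form 1 cluster. The closest CTCF pool pair, Rcn1_prom and e200, was 46.1 kb apart. Only 1 of the 42 pairs in different pools was less than 25 kb apart, Elp4 and CTCF4 at 3.74 kb.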

Values the study reported

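After alpha amanitin, the study described Capture-C profiles much like those of untreated cells, with peaks of similar or slightly greater height. It proposes that inhibiting transcription has little effect on structure at Pax6, while frequent interactions are enhanced. In a separate assay, FISH, the study found no change in distances that passed a Mann-Whitney test. Distances were measured in Pax6 HIGH cells for each pairing of Pax6, Rcn1 and Elp4 probes, and the P values were 0.87, 0.44 and 0.53. Each distribution held between 125 and 147 measurements.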

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

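Of the tests in this part, the one on room for both oligos was chosen after the fragment lengths had been seen. Within each pool, length, midpoint, GC content and distance to the nearest fragment of the same pool were searched for a fragment far from the others, which made 8 groups of values. The cut-off is set so that 5% of such groups hold one by chance, if values are independent and follow a normal distribution. Nearest distances are not independent, because fragments that are each other's nearest share a value, such as 46.1 kb for Rcn1_prom and e200. The 5% therefore does not apply to them. Whether the other values meet these conditions was not checked.

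Elp4 stood apart from the other PROM pool fragments by its midpoint at 105744948.5 and by its distance of 217 kb to the nearest fragment of its pool. Both values describe the same fact, that the other fragments of this pool lie in or at the start of Pax6.

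CTCF10B, at 2195 bp, was far longer than the other CTCF pool fragments, which ranged from 319 bp in CTCF4 to 1118 bp in CTCF6. The gap to the next longest fragment was 0.574 of the range of lengths, only just above the cut-off of 0.568. CTCF10B was the fragment that set the direction of the difference of mean lengths between the pools.

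Long targets were a wider pattern. The median target was 772 bp long, and draws of 13 locus fragments with equal chances gave medians between 119 and 597 bp in their central 95%, with a share of 0.0024 as high as the targets. A candidate explanation is that a fragment picked for a base inside it, such as a binding site or a start site, is longer than one picked at random. Draws with chances proportional to length gave medians between 423 and 1115 bp, which includes 772 bp. A need for room for 2 separate oligos may add to this, since none of the targets was shorter than 240 bp. Of the locus fragments, 44.6% were that short. However, 21.1% of the length-weighted draws also held no fragment that short. The 2 explanations were not tested against each other, so these draws cannot tell them apart. No biological explanation was tested.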

How the results depend on the processing

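Leaving out single fragments in the GC comparison, the 1 and 3 mismatch settings, the widened locus and the tests of start sites and of the difference in nearest distances were chosen after the data were seen. No paired analysis was possible because the groups share replicate numbers but no values of single samples were analysed here, and target fragments carry no replicate number. The length difference lay between -343 and 54 bp when single fragments were left out. It reversed only without CTCF10B, the longest fragment of the CTCF pool, and stayed negative with medians (-202 bp) and on the log2 scale (-0.21). The GC difference ranged from 5.23 to 9.63 points and passed the adjusted threshold only without Rcn1_prom (9.63 points), the CTCF pool fragment with the highest GC content, and over the fragment ends it was 8.49 points. Midpoints differed by 99.7 to 195 kb without single fragments. The odds ratio of CTCF names went from 3.75 to 10, and it was 2.5 when neighboring fragments were merged. The median nearest distance ranged from 46.1 to 78.6 kb without single fragments, the highest without Rcn1_prom, and was 45.5 kb edge to edge and 60.3 kb as a mean. None of these last 3 passed the threshold under any setting run. The CTCF consensus count was 3 of 7 at 1 mismatch and 7 of 7 at 3. The widened locus gave length-weighted medians between 429 and 1190 bp. With 7 and 6 fragments, small differences are beyond these tests, and power for shifts smaller than 2 SD was not simulated.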

Other observations

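In this part, the test of strand was chosen after the consensus matches had been seen.

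A match to the CTCF consensus within 2 mismatches was present in 5 of the 7 fragments named for CTCF and in 0 of the 6 others. CTCF10B contained an exact match, CCACTAGAGGGCAG, on the plus strand at 105174668 to 105174681. CTCF7 had its best match, CCAGGAGATGGCGC, with 1 mismatch at 105363548 to 105363561 on the plus strand, and CTCF4 had CCAGCAGGGAGCAG, with 1 mismatch at 105748671 to 105748684 on the minus strand. CTCF5 had CCAGCAGAGGGAGT, with 2 mismatches on the minus strand at 105640217 to 105640230. CTCF6 had only matches with 2 mismatches, 2 on each strand, so that no strand could be assigned to it. The fragments without a match were CTCFp11 and 7CE12_CTCF, both of the PROM pool and inside Pax6, where the best site had 3 mismatches.

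The hypothesis that fragments named for CTCF hold a match more often than locus fragments of like length was tested by drawing such locus fragments. The pools were designed in part to CTCF sites, so an excess could follow from that choice and is not independent evidence. The draws had a median of 1 fragment with a match, and a share of 0.00050 had as many as 5. This is consistent with the names marking sequence that resembles a CTCF site in the CTCF pool. It says nothing about binding in β-TC3 cells, and at 3 mismatches named fragments no longer stood apart from the rest, with a match in 7 of 7 (share of draws 0.0299) and in 6 of 6 others (share 0.0306).

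Among the 4 fragments with matches on a single strand, CTCF10B and CTCF7 to the left of the gene start had them on the plus strand, and CTCF5 and CTCF4 to the right on the minus strand. A two-sided Fisher's exact test of strand against side gave p = 0.333, which is the smallest that these counts allow, so whether strand is unrelated to side cannot be told from them.

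The outer 120 bp at each fragment end, taken as the place of the oligos, were searched for sequence repeated elsewhere in the genome. The study lists its oligo sequences, which were not used here. No capture efficiency was measured. Of 26 fragment ends, 0 had most of their 24-mers at other places in the genome, and 21 had none there. The ends with the largest share of 24-mers present more than once were the left end of CTCF4 (36.1%), the right end of Elp4 (27.8%) and the right end of CTCF10B (20.6%). Some 24-mers of the last 2 were present up to 935 and 1267 times in the genome. Only exact copies were counted, so diverged repeats were not seen.

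Inside e200, 23.7% of 24-mers were present more than once in the genome, the highest share of any whole fragment, although its ends had none. Copy numbers were far higher in CTCF10B, where a 24-mer reached 1885435 copies, against at most 33 in e200. Observed over expected CpG was 0.535 ± 0.211 (SD, n = 6) in the PROM pool and 0.263 ± 0.164 (SD, n = 7) in the CTCF pool, where Rcn1_prom reached 0.604. This difference was not tested.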
